A study of Mus musculus with 2 samples. Its data were reported in "Chemically induced revitalization of damaged hepatocytes for regenerative liver repair" (2023).

How the data were processed

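Single liver cells were profiled by droplet RNA sequencing (10x Genomics) in 2 libraries, 1 from healthy and 1 from CCl4-injured mice. Per the labels, livers were perfused and digested with pronase and collagenase and the cells were purified on a Nycodenz density gradient, and the study's methods add that CD45-positive cells, which are mostly immune cells, were depleted with magnetic beads. The labels call both samples whole liver cells and do not mention this step, which the study describes for both groups, and how completely it worked in each library was not measured. The authors deposited, for each library, a matrix of whole-number UMI counts per gene and cell barcode without normalization, which holds called cells only (the lowest total was 500 UMIs in both files). Per the file headers, the healthy matrix was written by Cell Ranger version 3.1.0 with 31053 genes and the CCl4 matrix by version 6.0.1 with 32285 genes. The genome build is not stated in the files, and the study's methods describe an alignment to a human build, which the mouse gene identifiers of the files contradict, so genes are named by symbol and Ensembl identifier as in the files and no coordinates are given. No authors' cell annotation was used here.

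The 30406 genes on both lists, matched by identifier, were analysed. They held 99.9% of the healthy and 99.6% of the CCl4 UMIs. Cells with at least 500 UMIs, at least 200 genes and at most 30% of UMIs from mitochondrial genes were kept. The mitochondrial limit removed 418 healthy cells (6.64%) and 642 CCl4 cells (7.59%). Doublets were scored per library with Scrublet as implemented in scanpy, and the cells with the highest scores were removed up to an expected rate of 0.8% per 1000 cells, which were 277 healthy cells (4.71%) and 487 CCl4 cells (6.24%). Both libraries were clustered together without integration: counts were scaled to 10000 per cell and log-transformed, 2000 variable genes were chosen without mitochondrial, ribosomal and sex-linked genes and without the 37 genes of the study's lists, and 10 principal components, 20 nearest neighbours and Leiden clustering at resolution 1 were used with seed 1. The software was python 3.11.15 with scanpy 1.11.5, anndata 0.12.19, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, igraph 0.11.9 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 for TMM scaling factors.

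Clusters were named from markers of 11 cell classes that were fixed before the data were examined. A marker counted for a cluster when its mean CPM was at least 2 times that in all other cells and at least 10% of the cells had a UMI of it, and a name needed at least 3 such markers. A cluster stayed unnamed when its 10 leading genes held more markers of another class, or when its cells had a low median UMI count for their library and no marker of the class was among the leading genes. The latter applied to 3 clusters, with 0.103, 0.301 and 0.315 times the median UMIs of their libraries, and the other 3 unnamed clusters were led by genes of another class. Leading genes were ranked by fold among genes with at least 50 CPM. Macrophage and monocyte-like, T and NK cell-like and neutrophil-like cells together are called immune-like. Cells named dendritic or B and plasma cell-like counted as immune-like too in alternatives that gave these names. Names rebuilt in this way can differ from those of the study.

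For each population and library, UMIs were summed over cells and divided by the total as CPM, with an exact Poisson 95% interval, and the ratio of CPM (CCl4 over healthy) was given with an exact conditional binomial interval. Shares of cells were given with exact binomial (Clopper-Pearson) intervals. A count of 0 was given the limit of 3 counts. With 1 library per group no test was made and no p-value was computed. The 7 gene lists of the study were the hepatocyte-enriched transcription factors (6 genes), mesenchymal genes (6), cell death and inflammatory genes (4), apoptosis inhibitors (3), hepatic identity genes (3), drug metabolism genes (9) and senescence and matrix response genes (6), and they were fixed from the study's text before the data were examined. The study picked several of these genes from these libraries. For each list the median log2 ratio was taken over the genes with a ratio, with counts under 3 raised to 3 and a minimum of 3 genes, and its interval came from 2000 Poisson draws. A gene had no such ratio when its higher CPM did not exceed that of 3 UMIs in the library with fewer UMIs. In hepatocyte-like cells this left out genes counted well in the healthy library, such as Foxa2 (112 healthy and 0 CCl4 UMIs) and Foxa3 (93 and 1). The percentile of each median was taken among 10000 random lists of the same size matched on mean expression in 50 bins. Shares of cells with a UMI of a gene were compared without thinning and after thinning each cell to 2000 UMIs, leaving out shallower cells, as the share expected over all possible thinnings. Genes were also named by a rule fixed before the data were examined, which did not leave out genes of the lists. It took the 10 genes (5 in mesothelial-like cells) with the largest rise and the largest fall of CPM. They were ranked among genes with at least 50 CPM and at least 100 UMIs in the higher library, with lower counts raised to 3 and marker genes left out. The values of some genes are not reported. Classes other than hepatocyte-like were compared when they had at least 50 cells in both libraries. In the closing section lists of pericentral and periportal hepatocyte genes, male-biased and female-biased liver genes, Y-linked genes, dissociation response genes and cell cycle genes were also measured.

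The scripts were tested on simulated data drawn from the summed profiles with 200 genes changed. In the simulation of hepatocyte-like cells 99.0% of 500 intervals held the true ratio and 99.2% of the 125 changed genes with a ratio had the right direction, over 12778 genes. The intervals held the truth in 94.0% of 500 cases in the low-UMI cluster (9235 genes), 95.8% in the pooled hepatic cells (13007 genes) and 96.2% in mesothelial-like cells (14413 genes). In 60 draws without any change, the percentile of a list among random lists ranged from 0 to 99.95 in the low-UMI cluster. Lists with few counts had a median in only some of the draws: in the pooled hepatic cells the mesenchymal genes had one in 48 draws, with a median percentile of 66.8, the cell death and inflammatory genes in 7 draws and the senescence and matrix response genes in 1, too few to describe how these lists behave without a change. In a simulated gene with the same fraction in shallow and deep cells, the share of cells with a UMI was 32.8% and 94.4% without thinning and 18.1% and 17.9% after it.

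The alternatives were no mitochondrial limit or a limit of 10%, at least 1000 UMIs per cell, no doublets removed or 2 times as many, 30 principal components, Leiden resolution 0.5, each library clustered on its own, only cells with no UMI of a mesenchymal marker, cells with UMIs of each of Alb, Arg1 and Tat, CPM without the 50 most abundant genes, TMM scaling, equal weight of every cell, only list genes with at least 10 UMIs, subtraction of a background profile, and thinning to 1000 UMIs or none. These were chosen before the data were examined. The low-UMI cluster alone and thinning to 500 UMIs were added after the data were seen. Other choices made after the data were seen were the thresholds for naming clusters, the use of the low-UMI cluster and of the pooled hepatic cells, the count minimum and the minimum of 3 genes of a list median, the use of the class with the lowest level as the background profile, and the expected share in place of a single random thinning. The last was changed because shares from single random thinnings varied from draw to draw.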

Results

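Single-cell RNA sequencing was performed on liver cells isolated from healthy mice and from mice injured with carbon tetrachloride (CCl4), a liver toxin that is broken down in hepatocytes and causes repeated damage and scarring. Each condition had 1 library, so no test across animals was possible and no difference below has a replicate check. Both libraries came from Col1a2-CreER: Rosa26-tdTomato mice, in which cells that have used the Col1a2 promoter can be labelled with a red fluorescent protein. The values were counts of unique molecular identifiers (UMIs), each standing for 1 captured RNA molecule, per gene and droplet. The healthy library held 6297 cells with 51122846 UMIs, and the CCl4 library held 8460 cells with 97611831 UMIs. After filtering, 5602 healthy cells with a median of 6783.5 UMIs and 2849 genes per cell were kept, and 7314 CCl4 cells with a median of 11876 UMIs and 3401 genes. When each cell was thinned to 2000 UMIs, the median number of genes per cell was 1201 in the healthy library (796 shallower cells left out) and 1029 in the CCl4 library (1128 left out). The alternative that moved the depth most was a mitochondrial limit of 10%, with medians of 7411 UMIs in the healthy library and 12843 in the CCl4 library. The files of the 2 libraries named different software versions and gene lists, so software, library and injury could not be told apart by design. Intervals in square brackets are 95% intervals and cover counting error only.

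The first comparison asked which cells each library held, and in particular how many hepatocytes it contained. Clustering of both libraries together gave 24 clusters, of which 18 were named from marker genes set in advance. Hepatocyte-like cells made up 3.53% [3.07, 4.05] of the healthy library (198 cells) and 0.109% [0.0472, 0.215] of the CCl4 library (8 cells). The healthy library consisted mostly of endothelial-like cells (43.2% [41.9, 44.5], against 0.0684% [0.0222, 0.159] in the CCl4 library) and cholangiocyte-like cells (22.7% [21.6, 23.8] against 0.314% [0.199, 0.471]). Mesenchymal-like cells were 0.214% [0.111, 0.374] of the healthy library and 54.9% [53.7, 56.0] of the CCl4 library, mesothelial-like cells were 4.21% [3.70, 4.77] and 14.0% [13.2, 14.8], and immune-like cells were 0.357% [0.218, 0.551] and 5.15% [4.66, 5.69]. How completely immune cells had been depleted from each library is not known, so the last pair of shares may not reflect the livers. The other shares describe the cells left after digestion and the density gradient. Whether they reflect the makeup of the livers was not measured either. No cluster was named for dendritic, B and plasma or erythroid cells, so their shares are not known. An unnamed cluster with 1 healthy and 132 CCl4 cells had 8 dendritic and 7 B and plasma cell markers, and with 30 principal components 61 CCl4 cells were named dendritic and 71 CCl4 cells and 1 healthy cell B and plasma cell-like. With at least 1000 UMIs per cell, a cluster of 14 healthy and 19 CCl4 cells was named erythroid, but only 0.0536% of all healthy cells held a globin UMI, so the name cannot hold for most of the 14. Cell cycle genes led 2 of the named clusters of the CCl4 library, which made up 3.32% and 1.01% of its cells. Nearly all classes came mostly from 1 library, and such a cluster may be that library and not a cell type. The low share of endothelial-like cells in the CCl4 library depended on the naming of clusters: an unnamed cluster with 8.79% of the CCl4 cells had 7 endothelial markers, more than of any other class, and 5 of 8 alternatives gave from 8.38% to 11.3% endothelial-like cells in that library. The alternative that moved a class share most was clustering each library on its own, which gave 19.9% mesenchymal-like cells in the CCl4 library.

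**Figure D1:**
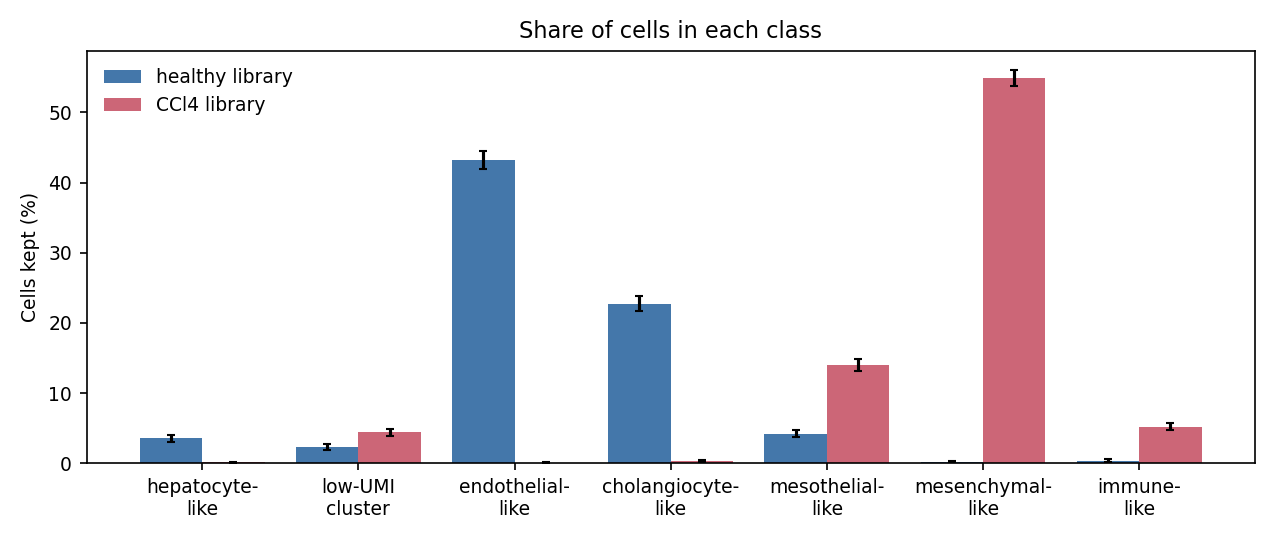
Share of the kept cells (percent, y axis) in each class and in the low-UMI cluster (x axis) for the healthy library (blue bars, 5602 cells) and the CCl4 library (red bars, 7314 cells), with exact binomial 95% intervals as error bars. Endothelial-like cells were 43.2% of the healthy library and mesenchymal-like cells 54.9% of the CCl4 library, and hepatocyte-like cells were a small part of both.

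The 6 clusters left without a name held 25.8% [24.6, 26.9] of the healthy cells and 25.5% [24.5, 26.5] of the CCl4 cells. They were kept out of the classes partly by marker thresholds set after the data were seen. Hepatocyte markers were the most numerous enriched markers in 2 of them, with none among the leading genes of either. The first, called the low-UMI cluster here, had 13 of these markers and under 3 of any other class, and its cells held 0.103 times the median UMIs of their libraries. The other (160 healthy and 10 CCl4 cells) had 10 hepatocyte and 7 cholangiocyte markers and was left out of the hepatic comparisons. The low-UMI cluster contained 130 healthy cells (2.32% [1.94, 2.75], median 1240.5 UMIs) and 321 CCl4 cells (4.39% [3.93, 4.88], median 883 UMIs). Of the other unnamed clusters, the largest, with 15 endothelial markers enriched, held 19.2% of the healthy cells and 0.123% of the CCl4 cells, and the next ones 8.79% and 10.3% of the CCl4 cells against 1.14% and 0.232% of the healthy cells. Because only 8 CCl4 cells were hepatocyte-like, each comparison of hepatic cells was also made in the low-UMI cluster and in both populations together, called the pooled hepatic cells. The pooled hepatic cells were 5.86% [5.25, 6.5] of the healthy library (328 cells, median 2889.5 UMIs) and 4.50% [4.03, 5.0] of the CCl4 library (329 cells, median 898 UMIs). Their makeup differed, with 93.5% of their UMIs from hepatocyte-like cells in the healthy library and 10.6% in the CCl4 library. In addition, 48 healthy cells of 1 cluster, with a median of 42576.5 UMIs, gave 67.4% of the healthy UMIs of the pooled hepatic cells.

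The next comparison asked whether hepatocytes of injured livers differed from uninjured ones in the genes the study followed. In hepatocyte-like cells, Alb (ENSMUSG00000029368) was 32388 CPM (counts scaled to the same total in each library) in the healthy library and 12541 in the CCl4 library, a ratio of 0.387 [0.358, 0.418]. Tat (ENSMUSG00000001670) had a ratio of 0.378 [0.188, 0.678], while Arg1 (ENSMUSG00000019987) was higher in the CCl4 library, with a ratio of 1.49 [1.14, 1.90]. Hnf4a (ENSMUSG00000017950) was detected with 295 UMIs in the healthy library and 8 in the CCl4 library, which gave 114 CPM [101, 128] and 152 CPM [65.8, 300.4] and a ratio whose interval spanned no change (1.34 [0.572, 2.67]). Foxa2 had 112 UMIs in the healthy library and 0 in the CCl4 library, but a ratio up to 1.65 was within counting error. Of the drug metabolism genes, Cyp3a11 (ENSMUSG00000056035) and Cyp2e1 (ENSMUSG00000025479) were lower in the CCl4 library, with ratios of 0.0758 [0.0278, 0.165] and 0.0736 [0.0296, 0.152], and Cyp1a2 was higher, with a ratio of 2.41 [1.73, 3.28]. Col1a1 (ENSMUSG00000001506) had 1 UMI in the healthy cells and 4 in the CCl4 cells, a ratio of 197 [19.5, 9712]. The other genes of the mesenchymal list and of the cell death and inflammatory list had at most 8 UMIs in either library, and Timp1, Cdkn2a and Mmp3 had 0, so these counts were too few to compare. The lower 95% limit for Col1a2, with 0 healthy UMIs and 1 CCl4 UMI, was a ratio of 1.26, and the intervals of the others with any UMI spanned no change. The median log2 ratio was -1.37 [-1.46, -0.71] for the hepatic identity genes and -1.47 [-1.95, -0.94] for the drug metabolism genes, and the other lists had too few measured genes for a median. These ratios rest on few cells: 48 healthy cells of 1 cluster with 0 CCl4 cells gave 1863141 of the 2586842 healthy UMIs of hepatocyte-like cells, and with every cell weighing the same the medians were -0.54 and -0.64.

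In the pooled hepatic cells, all 6 mesenchymal genes were higher in the CCl4 library. Col1a1 had 2 UMIs in the healthy cells and 220 in the CCl4 cells, a ratio of 617 [169, 5123], and the median log2 ratio of the list was 4.95 [4.42, 5.25]. The alternative that moved the lists of this comparison most was the low-UMI cluster alone, chosen after the data were seen, where the same median was 1.12 [0.68, 1.51]. Every gene of the list had at most 2 UMIs in the healthy cells of either population, so both medians are made of ratios to a count of 3 put in place of the healthy count, and they depend on how many healthy UMIs the population held. In the low-UMI cluster Col1a1 had 1 and 216 UMIs, a ratio of 87.9 [15.6, 3487]. Mesenchymal UMIs were also found in immune-like cells of the CCl4 library, whose values are given with the shares of cells, and after background subtraction too few mesenchymal genes had a ratio for a median. The cell death and inflammatory genes had a median of 4.07 [3.38, 5.03] in the pooled hepatic cells and 1.44 [0.70, 1.87] in the low-UMI cluster, from 3 of the 4 genes in each. The healthy count was raised to 3 for 2 of these genes in the former and for all 3 in the latter. These medians thus share the limit of the mesenchymal ones, and after background subtraction this list had no median either. Igfbp3 had 0 healthy and 20 CCl4 UMIs in the pooled hepatic cells, a ratio whose lower 95% limit was 27.7. Ecm1 (ENSMUSG00000028108) had a ratio of 14.0 [6.5, 32.7] there and of 4.88 [1.21, 42.6] in the low-UMI cluster. Cdkn1a (ENSMUSG00000023067) was higher in the CCl4 library in both populations, with ratios of 4.31 [2.95, 6.25] and 3.39 [1.45, 9.68], and the senescence and matrix response genes had a median of 2.11 [1.27, 3.22] in the pooled hepatic cells from 3 of 6 genes.

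The hepatocyte-enriched transcription factors had a median log2 ratio of -0.44 [-0.85, -0.08] in the pooled hepatic cells. Foxa2 (ENSMUSG00000037025) was lower in the CCl4 library, with a ratio of 0.287 [0.103, 0.645], while the intervals of Hnf4a (0.814 [0.581, 1.12]), Foxa1 and Foxa3 spanned no change. The direction of the list changed with the processing: the median was 0.01 without a mitochondrial limit and 0.23 after background subtraction. In the low-UMI cluster Hnf4a had a ratio of 1.0 [0.538, 1.97] and the list median was -0.79 [-1.56, 0.29], so no difference was detectable. The apoptosis inhibitors had a median of -0.14 [-0.75, 0.41] in the pooled hepatic cells, which also spanned no change. The hepatic identity genes had a median of -1.97 [-2.36, -1.63] in the pooled hepatic cells and -0.61 [-0.71, -0.21] in the low-UMI cluster, and Arg1 was higher in the CCl4 library in the former (1.48 [1.35, 1.61]) and lower in the latter (0.851 [0.736, 0.986]). The median in the low-UMI cluster is the value of Alb, which was 8.15 UMIs [7.66, 8.65] per healthy and 5.30 [5.05, 5.55] per CCl4 droplet there. Cells of other classes held 3.44 [3.37, 3.52] (endothelial-like) and 5.35 [4.38, 6.46] (immune-like) Alb UMIs per droplet in the healthy library but 0.149 [0.112, 0.193] (immune-like) in the CCl4 library, a difference in background as large as the fall, so a fall of Alb in the cells of the low-UMI cluster was not shown. The drug metabolism genes had a median of -3.22 [-3.80, -2.59] in the pooled hepatic cells and -1.06 [-1.70, -0.36] in the low-UMI cluster, where 4 genes were lower and 2 higher. In the low-UMI cluster Cyp2e1 had a ratio of 0.227 [0.123, 0.410] and Cyp3a11 of 0.407 [0.221, 0.748], while Cyp1a2 (ENSMUSG00000032310) was higher, with a ratio of 4.96 [2.01, 15.8]. Cyp1a2 had a ratio of 0.660 [0.534, 0.810] in the pooled hepatic cells.

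**Figure D2:**
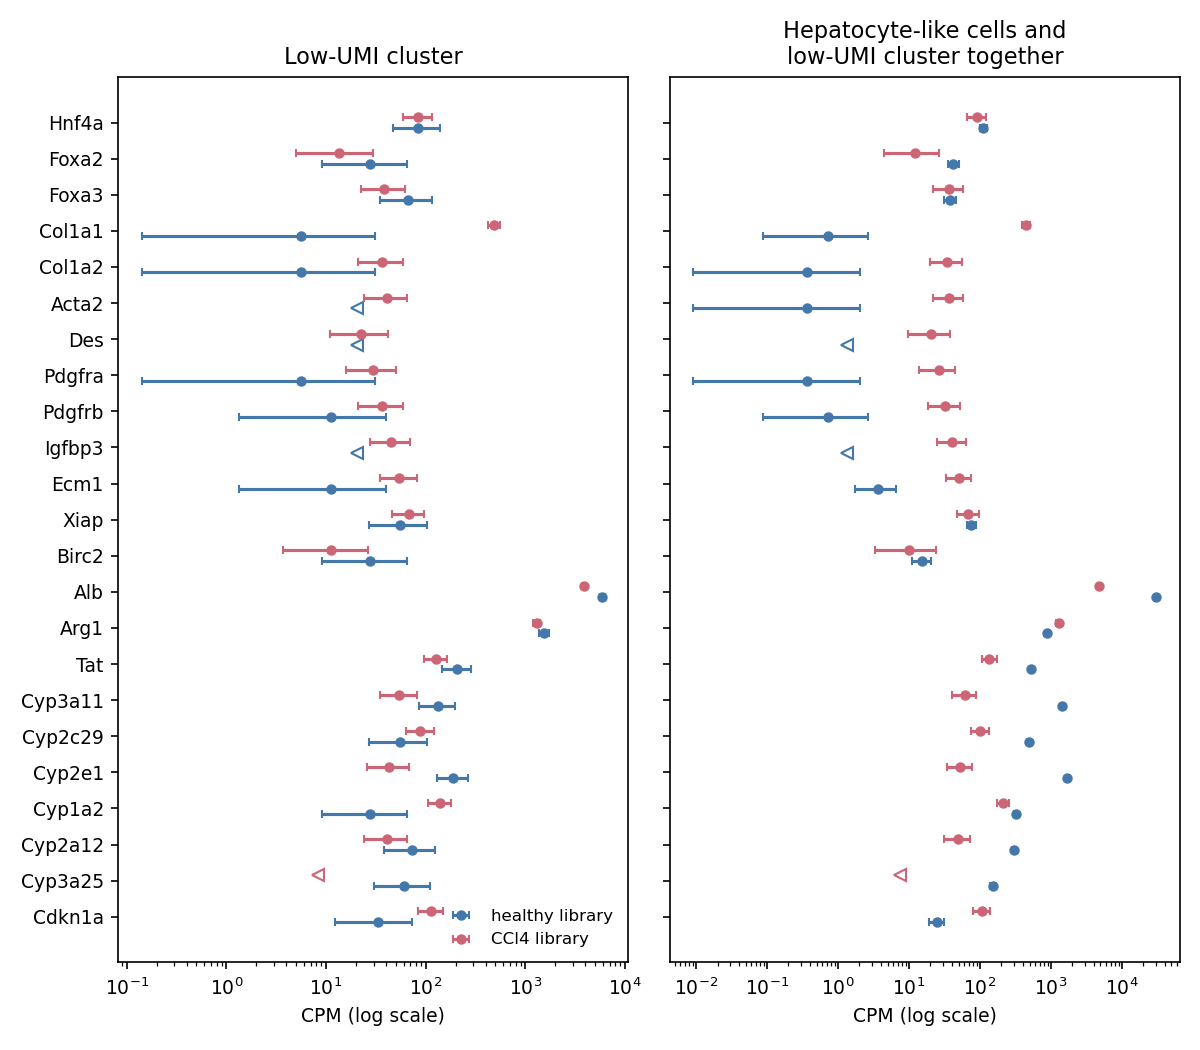
CPM (x axis, log scale) of the 23 study genes with at least 10 UMIs in the low-UMI cluster (y axis) in that cluster (left) and in the pooled hepatic cells (right), with points for the healthy library (blue) and the CCl4 library (red), exact Poisson 95% intervals as bars and open triangles at the upper limit where a library had 0 UMIs. Col1a1 in the low-UMI cluster was 5.57 CPM in the healthy library and 490 CPM in the CCl4 library, while Hnf4a was 83.6 and 83.9 CPM.

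Compared with random lists of the same size and expression, the mesenchymal median lay above all of the 10000 lists in the low-UMI cluster and in the pooled hepatic cells, and the drug metabolism median at percentile 3.49 and 0. The percentiles of the transcription factors were 24.6 and 20.5, and those of the hepatic identity genes 13.4 and 3.88. In hepatocyte-like cells the hepatic identity genes lay at percentile 6.39 and the drug metabolism genes at 0.04. The cell death and inflammatory genes lay at 99.8 in the low-UMI cluster and 99.9 in the pooled hepatic cells, where the apoptosis inhibitors lay at 49.7 and the senescence and matrix response genes at 97.6. In simulated libraries with no change, percentiles of single lists ranged from 0 to 99.95 over at most 60 draws per list, so a percentile near either end describes these libraries and is no test. The log2 ratio of all genes had a median of 0.30 in hepatocyte-like cells, -0.12 in the low-UMI cluster and -0.02 in the pooled hepatic cells. With TMM scaling these medians were -0.26, 0.25 and -0.20, with CPM without the 50 most abundant genes 0.06, 0.01 and -0.19, and with every cell weighing the same -0.04, -0.19 and -0.25. The list medians are to be read relative to these shifts.

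By the rule of size, the 10 genes with the largest rise in hepatocyte-like cells were led by Nme2 (ENSMUSG00000020857, 55.1-fold [42.3, 72.0]) and Gm42418 (13.3-fold [12.8, 13.8]), followed by Gstp1, Gstm1, Ppia, Rps2, Dbi, Rpl13, Rpl11 and Rps12 with rises of 4.29- to 2.42-fold. The 10 largest falls were those of mt-Nd3, Mup7, Mup11, Serpina1e, mt-Nd4, Mup17, mt-Co1, mt-Nd1, Cyp2e1 and Cyp3a11. Serpina1e had 5082 UMIs in the healthy cells and 0 in the CCl4 cells, a ratio whose upper 95% limit was 0.0358. In the low-UMI cluster the largest rises included those of Apoc2 (41.2-fold [16.0, 151.9]), Saa3, Col1a1, Nme2, Gsta1, Gm10076, Gm42418, Mrpl53 and Saa2, and the largest falls those of Serpina1e (a ratio of 0.00581 [0.000697, 0.0214]), Oat (0.0413 [0.0247, 0.0655]), Rpl29, Glul, Sult2a8, Selenbp2, Mup20, Mup3, Cth and Glo1. In the pooled hepatic cells Col1a1, Mrpl53, Rnasek, Gsta1, Gm3776, Apoc2, Stmn1, Nme2, Gstm3 and Timm23 rose most and Serpina1e, Mup7, Mup11, Mup17, Ces3a, Cyp2f2, Slc27a2, Mup16, G6pc and mt-Nd3 fell most. Several of these genes also changed in unrelated cell populations: Nme2 had a log2 ratio of 4.93 in mesothelial-like cells, Gm42418 of 3.33 and Mrpl53 of 6.30. In the pooled hepatic cells Mrpl53 and Rnasek had 0 healthy UMIs, against 148 and 132 in the CCl4 library. The libraries differed in software and gene list, so a difference in counting cannot be told apart from an effect of injury for these genes. The Mup, Serpina1, Gsta, Gstm, Cyp2, Cyp3a and Saa families, Gm10076 and ribosomal protein genes have near-identical copies, and how their reads were split among copies is not known, so their ratios are uncertain. Mitochondrial genes depend on the mitochondrial limit. Their falls in hepatocyte-like cells also depend on the mix of clusters. The cluster of 48 healthy and 0 CCl4 cells had a median of 19.0% mitochondrial UMIs. The other cluster, with all 8 CCl4 cells, had 0.866% in its healthy and 0.388% in its CCl4 cells. Mup7, Mup11, Mup17 and Cyp3a11 were leading genes of the former cluster, so their falls may reflect its absence from the CCl4 library.

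The study gave the share of hepatocytes expressing each gene. Without thinning, at least 1 UMI of any of the 6 transcription factors was found in 51.2% [45.7, 56.7] of the pooled hepatic cells of the healthy library (median 2889.5 UMIs) and in 17.6% [13.7, 22.2] of those of the CCl4 library (median 898 UMIs). After thinning to 2000 UMIs the shares were 35.1% [28.5, 42.1] (128 cells left out) and 32.0% [20.05, 45.9] (274 left out), at 1000 UMIs 18.8% [14.4, 23.9] (48 left out) and 13.5% [8.32, 20.2] (187 left out), and at 500 UMIs, with no cell left out, they were 10.3% [7.19, 14.1] and 6.87% [4.38, 10.2], with overlapping intervals at each depth. The background of these genes was 3.47% [2.78, 4.28] of the healthy endothelial-like cells (median 6862 UMIs), 1.20% [0.799, 1.72] of them at 2000 UMIs, and 0 of 377 immune-like cells of the CCl4 library (median 3780 UMIs), which allows a share of up to 0.796%. In hepatocyte-like cells the shares were 69.2% [62.3, 75.5] of 198 healthy cells (median 5001.5 UMIs) and 62.5% [24.5, 91.5] of 8 CCl4 cells (median 6436.5 UMIs), and 35.2% [28.2, 42.7] (20 left out) and 29.6% [4.93, 69.2] (0 left out) at 2000 UMIs. The alternative that moved the shares most was leaving out the thinning, with the 69.2% above.

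**Figure D3:**
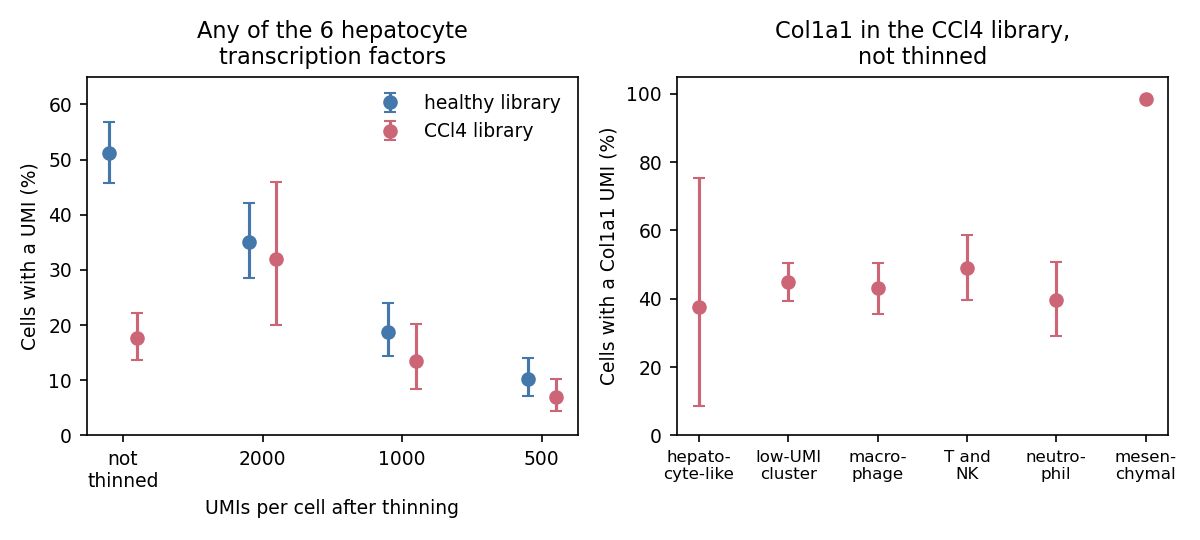
Left, percent of pooled hepatic cells with a UMI of any of the 6 hepatocyte transcription factors (y axis) without thinning and after thinning each cell to 2000, 1000 or 500 UMIs (x axis) in the healthy (blue) and CCl4 (red) library; right, percent of cells of 6 CCl4 populations with a Col1a1 UMI, not thinned; points are shares and bars exact binomial 95% intervals. The transcription factor shares were 51.2% and 17.6% without thinning and 35.1% and 32.0% at 2000 UMIs, and Col1a1 was found in 44.9% of the CCl4 cells of the low-UMI cluster.

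Any of the 6 mesenchymal genes was found in 1.22% [0.333, 3.09] of the healthy and 53.2% [47.6, 58.7] of the CCl4 pooled hepatic cells without thinning, and in 0.0220% [0, 1.87] and 31.6% [19.7, 45.5] at 2000 UMIs with the same cells left out. In the immune-like cells of the CCl4 library, which served as the background, the shares were 54.1% [48.9, 59.2] without thinning and 32.7% [27.2, 38.5] at 2000 UMIs (94 left out). The CCl4 pooled hepatic cells were thus at or below this background at both depths. At 500 UMIs, with no cell left out, the share was 34.6% [29.4, 40.0] in the CCl4 pooled hepatic cells and 16.5% [12.9, 20.6] in the immune-like cells. For Col1a1 alone, 44.9% [39.3, 50.5] of the CCl4 cells of the low-UMI cluster (median 883 UMIs) and 44.0% [39.0, 49.2] of the immune-like cells (median 3780 UMIs) had a UMI without thinning. The shares were 27.6% [15.6, 42.5] (274 left out) and 25.6% [20.6, 31.1] (94 left out) at 2000 UMIs, 29.6% [22.0, 38.1] (187 left out) and 17.9% [14.0, 22.4] (39 left out) at 1000 UMIs, and 28.7% [23.8, 34.0] and 12.6% [9.45, 16.4] at 500 UMIs. The level of Col1a1 was 490 CPM in the CCl4 cells of the low-UMI cluster, 156 CPM in macrophage and monocyte-like cells, 579 CPM in T and NK cell-like cells, 141 CPM in neutrophil-like cells and 3741 CPM in mesenchymal-like cells. A single droplet held 96 of the 292 Col1a1 UMIs of the T and NK cell-like cells and raised their level. Counted per droplet, Col1a1 was 0.673 UMIs [0.586, 0.769] in the low-UMI cluster, 0.905 [0.771, 1.06] in macrophage and monocyte-like cells, 2.61 [2.32, 2.92] in T and NK cell-like cells, 0.547 [0.402, 0.727] in neutrophil-like cells and 55.8 [55.5, 56.0] in mesenchymal-like cells. The median was 0 in the low-UMI cluster and in each of these immune classes. The most in a single droplet was 4 in the low-UMI cluster. It was 21 in macrophage and monocyte-like, 96 in T and NK cell-like and 4 in neutrophil-like cells, so single droplets raised the first 2 of these means.

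The CCl4 cells of the low-UMI cluster were split at their median depth into 161 shallower and 160 deeper cells, which held a mean of 659.8 and 2093 UMIs. Col1a1 had 0.677 UMIs [0.556, 0.817] per shallower cell and 0.669 [0.548, 0.808] per deeper cell, while Alb rose from 2.17 [1.95, 2.41] to 8.44 [8.0, 8.91]. The 13 mesenchymal marker genes summed to 3.24 and 3.1 UMIs per cell, a ratio of 0.958 [0.845, 1.09]. The 50 most abundant genes of mesenchymal-like cells, which include genes that all cells use, rose from 184 to 453 UMIs per cell, a ratio of 2.46 [2.43, 2.49].

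**Figure D4:**
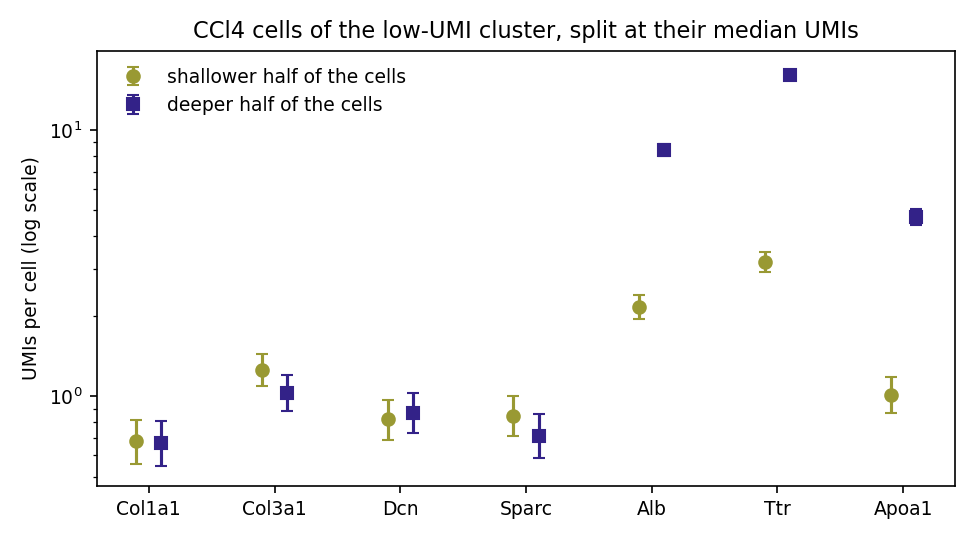
UMIs per cell (y axis, log scale) of mesenchymal genes (Col1a1, Col3a1, Dcn, Sparc) and hepatocyte genes (Alb, Ttr, Apoa1) in the 161 shallower (circles) and 160 deeper (squares) CCl4 cells of the low-UMI cluster, with exact Poisson 95% intervals as bars. Alb rose 3.90-fold from the shallower to the deeper cells, and Col1a1 was 0.677 and 0.669 UMIs per cell.

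The last comparison asked whether the differences of the hepatic cells were also present elsewhere. Mesothelial-like cells were the only other named class with at least 50 cells in both libraries (236 healthy and 1023 CCl4 cells). The mesenchymal genes had a median log2 ratio of 2.06 [1.68, 2.68] there, at percentile 99.9, and the senescence and matrix response genes of 1.64 [1.53, 1.99], at percentile 99.6. The latter was moved most by an alternative, to 0.06 with 30 principal components. Some genes that rose in the pooled hepatic cells fell in mesothelial-like cells: Ecm1 had a ratio of 0.775 [0.727, 0.826], Lgals3 of 0.468 [0.436, 0.503] and Cdkn1a of 0.676 [0.582, 0.787]. The cell death and inflammatory genes had a median of 0.65 [0.38, 0.83] (percentile 92.6), with 2 genes higher and 2 lower, and the apoptosis inhibitors of 0.38 [0.15, 0.59] (percentile 86.1). Hepatocyte genes also fell in this class, with a median of -3.74 [-4.28, -2.47] for the hepatic identity genes (percentile 0.355) and -4.02 [-4.60, -3.39] for the drug metabolism genes (percentile 0). The background of Alb differed too, with 3.44 UMIs per droplet in healthy endothelial-like and 0.149 in CCl4 immune-like cells. These falls may thus come from free hepatocyte RNA, and a change of expression in mesothelial-like cells was not shown. No median could be given for the transcription factors. The 5 largest rises in mesothelial-like cells were those of Saa3 (1 healthy and 415161 CCl4 UMIs), Ccl2, Ltbp2, Chil1 and Atp6v0c (4 healthy and 5362 CCl4 UMIs), and the largest falls included those of Slc26a3, Rab17, Mup3 and Ces1d. For such rises from almost no healthy UMIs, the different software and gene lists cannot be told apart from injury. The largest mesothelial-like clusters did not overlap between the libraries: 228 of the 236 healthy cells were in a cluster with 0 CCl4 cells.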

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

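Of the tests in this part, that of globin RNA and that of genes on a single gene list were chosen only after the results were seen.

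The 2 libraries were counted against different gene lists, and the UMIs of genes on a single list were in no comparison of the report. They drew attention because 1879 genes on the CCl4 list only held 0.364% of the UMIs of that library (355546 UMIs), while 647 genes on the healthy list only held 0.0771% (39396 UMIs). The most abundant of the former were Gas5 with 42149 UMIs and Ndufb1-ps with 24013, and of the latter Pyurf with 2459. A candidate source is the change of software version and gene list, which might act alike in unrelated cell classes. Among the CCl4 classes the share ranged from 0.302% in neutrophil-like cells to 0.410% in T and NK cell-like cells, a ratio of 1.36 between the highest and the lowest, but among the healthy classes it ranged from 0.0303% in hepatocyte-like to 0.0810% in endothelial-like cells, a ratio of 2.68. A gene listed in 1 library only has UMIs in that library alone whatever the cause, so the software and an effect of injury cannot be told apart here. The reading of this test was set after its result was seen.

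Globin UMIs were in no comparison either, since globin genes served only as markers of a class that no cluster received in the clustering used for the comparisons. In the CCl4 library 22 cells had over 5% of their UMIs from globin genes and in the healthy library 0 did. Of these cells 12 lay in unnamed cluster 4, 9 in unnamed cluster 8 and 1 among macrophage and monocyte-like cells. The limit of 5% was set after the data were seen. Free RNA from red blood cells could spread over all droplets, and 20.3% of the CCl4 cells against 0.0536% of the healthy cells did have a globin UMI. Yet 98.1% of the globin UMIs lay in those few cells, which argues against free RNA as the main carrier of these UMIs. Red blood cells, or droplets with a red blood cell and another cell, stay open, as does a difference between the 2 preparations or an effect of injury, none of which was tested.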

How the results depend on the processing

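Of the alternatives in this part, the low-UMI cluster alone and thinning to 500 UMIs were chosen only after the results were seen. No paired analysis was possible because each group had 1 library and the replicate number they share names no pair. Values moved when they left the 95% interval of the value in the report. Of 120 recomputed list medians of hepatic cells 82 stayed within it, 36 moved and 2 reversed. Of 60 medians of mesothelial-like cells 8 moved, of 112 class shares 51, of 98 shares of cells with a UMI 13 and of 10 depth values 5, and none of these reversed. The cause of the changes was not tested except where the alternative itself gives it.

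The reversals were those of the hepatocyte-enriched transcription factors in the pooled hepatic cells, with a median log2 ratio of 0.0074 without a mitochondrial limit and 0.23 after background subtraction, and over all alternatives the median ran from -0.82 to 0.23. Over all alternatives with a value, the mesenchymal genes (1.12 to 5.87), the cell death and inflammatory genes (1.44 to 4.54) and the senescence and matrix response genes (1.93 to 3.63) stayed higher and the hepatic identity genes (-2.15 to -0.61) and drug metabolism genes (-3.41 to -1.06) stayed lower in the CCl4 library in the pooled hepatic cells. The apoptosis inhibitors ran from -0.50 to 0.30. In mesothelial-like cells no list changed direction.

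Without a mitochondrial limit, the pooled hepatic cells were 7.29% of the healthy library, endothelial-like cells 52.1% of it and 8.38% of the CCl4 library, cholangiocyte-like cells 21.5% of the healthy library, mesenchymal-like cells 0.423% and 51.4% of the 2 libraries and mesothelial-like cells 15.3% of the CCl4 library, whose median was 11101 UMIs. The drug metabolism genes had a median of -0.87 in hepatocyte-like cells and the mesenchymal genes 5.34 in the pooled hepatic cells. After thinning to 2000 UMIs, with shallower cells left out, a transcription factor was found in 21.0% of the healthy hepatocyte-like and 27.0% of the healthy pooled hepatic cells.

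With a limit of 10%, hepatocyte-like cells were 8.12% and 0.884% of the healthy and CCl4 libraries, the pooled hepatic cells 8.86% of the healthy library, endothelial-like cells 60.1% and 8.82%, cholangiocyte-like cells 25.8% of the healthy library, and mesenchymal-like and mesothelial-like cells 57.8% and 13.2% of the CCl4 library. The median depths were 7411 and 12843 UMIs. The hepatic identity genes had a median of -0.40 in hepatocyte-like and -0.81 in pooled hepatic cells, where the mesenchymal genes had 3.91, the cell death and inflammatory genes 2.09 and the drug metabolism genes -2.48.

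With at least 1000 UMIs per cell, which 46 of the 130 healthy and 187 of the 321 CCl4 cells of the low-UMI cluster did not reach, hepatocyte-like cells were 5.20% and 2.10% of the libraries and so were the pooled hepatic cells (5.20% and 2.10%), endothelial-like cells were 53.7% and 9.18%, cholangiocyte-like cells 24.0% of the healthy library, and mesenchymal-like and mesothelial-like cells 61.6% and 12.6% of the CCl4 library, with median depths of 7065.5 and 12711 UMIs. The hepatic identity and drug metabolism genes had medians of -1.89 and -3.22 in hepatocyte-like cells, the mesenchymal genes 4.10 in the pooled hepatic cells, and the senescence and matrix response genes 0.29 in mesothelial-like cells.

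With no doublets removed, hepatocyte-like cells were 5.72% and 1.33% of the libraries, cholangiocyte-like cells 26.1% of the healthy and mesenchymal-like cells 50.1% of the CCl4 library. The hepatic identity and drug metabolism genes had medians of -1.69 and -3.02 in hepatocyte-like cells, the mesenchymal and the senescence and matrix response genes 5.87 and 3.63 in the pooled hepatic cells, and the mesenchymal, the cell death and inflammatory and the senescence and matrix response genes 2.87, 1.11 and 0.34 in mesothelial-like cells. With 2 times the expected share of doublets removed, endothelial-like cells were 44.6% of the healthy and mesenchymal-like cells 50.5% of the CCl4 library, and the senescence and matrix response genes had 0.61 in mesothelial-like cells.

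With 30 principal components, hepatocyte-like cells were 5.80% and 0% of the libraries (3 cells of the CCl4 library would be 0.0410%), endothelial-like cells 53.4% and 8.72%, and mesenchymal-like, mesothelial-like and immune-like cells 49.7%, 12.7% and 6.70% of the CCl4 library, and the senescence and matrix response genes had 0.063 in mesothelial-like cells. That immune-like share includes dendritic and B and plasma cell-like cells, which the main clustering did not name, so its move may come from the wider class. At Leiden resolution 0.5, hepatocyte-like cells were 0.857% and 0%, endothelial-like cells 49.2% of the healthy library, mesenchymal-like and mesothelial-like cells 51.7% and 13.0% of the CCl4 library, and the senescence and matrix response genes had 0.35 in mesothelial-like cells. These 2 settings gave no medians in hepatocyte-like cells, since no CCl4 cell was named so.

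With each library clustered on its own, hepatocyte-like cells were 5.84% and 1.39% of the libraries, endothelial-like cells 35.9% and 11.3%, mesenchymal-like cells 4.52% and 19.9%, mesothelial-like cells 0% and 12.6%, and immune-like cells 6.93% of the CCl4 library. The hepatic identity and drug metabolism genes had medians of -1.69 and -3.08 in hepatocyte-like cells and the mesenchymal genes 5.37 in the pooled hepatic cells. With no healthy mesothelial-like cells, this setting gave no value for that comparison.

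In cells with UMIs of each of Alb, Arg1 and Tat (191 healthy and 37 CCl4 cells), the hepatic identity genes are the same 3 genes, so their medians (-0.63 in place of both hepatic values) depend on the choice of cells itself and decide nothing, although they are among the 36 that moved. The drug metabolism genes had -2.92 in place of the hepatocyte-like value and the mesenchymal genes 5.67 in place of the pooled one. In cells with no UMI of a mesenchymal marker (285 healthy and 19 CCl4 pooled hepatic cells), the hepatic identity and drug metabolism genes had -1.21 and -1.91. After thinning to 2000 UMIs a transcription factor was found in 55.4% of the CCl4 cells deep enough. The 19 cells had a median of 1256 UMIs, so most of them were left out and this share rests on very few cells. The other 5 lists had no median in these cells. No CCl4 hepatocyte-like cell was free of such UMIs, so that population had no value. In the low-UMI cluster alone, the mesenchymal, the cell death and inflammatory, the hepatic identity and the drug metabolism genes had 1.12, 1.44, -0.61 and -1.06.

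CPM without the 50 most abundant genes gave -1.53 and TMM scaling -1.94 for the hepatic identity genes of hepatocyte-like cells, and TMM scaling -2.05 for their drug metabolism genes. With every cell weighing the same, the hepatic identity and drug metabolism genes had -0.54 and -0.64 in hepatocyte-like cells, the mesenchymal and hepatic identity genes 4.23 and -1.30 in the pooled hepatic cells, and the senescence and matrix response genes 1.33 in mesothelial-like cells. Background subtraction gave -1.56 and -1.33 for the hepatic identity genes of hepatocyte-like and pooled hepatic cells and left the mesenchymal, the cell death and inflammatory, the senescence and matrix response genes and the apoptosis inhibitors without a median, so the rise of the first 3 lists has no value after subtraction. Leaving out list genes with under 10 UMIs moved no median that it could give, and gave none for the cell death and inflammatory and the senescence and matrix response genes. The senescence and matrix response genes of the pooled hepatic cells also had no median with at least 1000 UMIs per cell, and they and the apoptosis inhibitors had none in the low-UMI cluster alone and in cells with Alb, Arg1 and Tat.

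The share of cells with a transcription factor UMI follows the depth by construction. Thinned to 1000 UMIs it was 19.9% in healthy hepatocyte-like cells and 18.8% and 13.5% in healthy and CCl4 pooled hepatic cells, thinned to 500 UMIs 10.7%, 10.3% and 6.87%, and without thinning 69.2%, 51.2% and 17.6%. Without thinning, a mesenchymal gene was found in 53.2% of the CCl4 pooled hepatic cells. The 8 CCl4 hepatocyte-like cells limit what that population can show, as a count of 0 in them allows a share of up to 37.5%.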

Other observations

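In this part, the tests of Col1a1 in the low-UMI cluster, of the drug metabolism genes within that cluster and of Nme2 were chosen only after the results were seen. The readings of the software test and of the dissociation test were also set after their results were seen.

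Col1a1 UMIs in CCl4 hepatic cells may come from the cells themselves, which the study's question of a mesenchymal transition concerns, or from free RNA in the droplets. In the 8 CCl4 hepatocyte-like cells the share with a Col1a1 UMI was 14.0% [0.495, 54.2] at 2000 UMIs, against 25.6% [20.6, 31.1] of the immune-like cells. This share could not be told apart from background because 8 cells are too few. Doublets of a hepatocyte and a mesenchymal cell could carry the gene too, but the most Col1a1 UMIs in a hepatocyte-like cell was 2, against a median of 41 in mesenchymal-like cells. All 8 cells held a UMI of a mesenchymal marker, as did 94.1% of the CCl4 cells of the low-UMI cluster and 93.6% of the immune-like cells, so the planned comparison with cells free of such UMIs had no value.

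In the CCl4 cells of the low-UMI cluster the share of droplets with a Col1a1 UMI was 44.9%, and the interval of the immune-like cells held it (44.0% [39.0, 49.2]). A like amount of free RNA in each droplet may thus account for it. At the fixed depth of 500 UMIs the order differed, with 28.7% and 12.6%, as it would for free RNA that makes up a larger part of shallower droplets and also for expression by the cells. Expression by the low-UMI cells themselves was tested by depth: Col1a1 was 0.988 [0.749, 1.30] times as high per droplet in the deeper as in the shallower cells, while Alb was 3.90 [3.46, 4.39] times as high and the total 3.17 times. The 13 mesenchymal markers together stayed at 0.958 [0.845, 1.09], which argues against expression in proportion to the cells' own RNA. The 50 most abundant genes of mesenchymal-like cells rose 2.46-fold, but they include genes that all cells use. The most Col1a1 UMIs in a low-UMI cell was 4, below the median of 41 in mesenchymal-like cells. This cannot decide about whole mesenchymal cells in the same droplets. The CCl4 cells of the cluster had a median of 883 UMIs against 14325.5 in mesenchymal-like cells, so droplets with such a cell would mostly lie outside the cluster. Expression in a few of the cells, or at a level under the background, stays open, and an effect of injury on it was not tested.

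The transcription factors were found in fewer CCl4 than healthy pooled hepatic cells by 33.6 percentage points without thinning. A difference in UMIs per cell is a candidate explanation, and the difference was 3.09 points at 2000 UMIs, 5.37 points at 1000 UMIs and 3.39 points at 500 UMIs, with overlapping intervals at each. A difference in points shrinks with the shares themselves, and the CCl4 share was 0.344 times the healthy one without thinning and 0.912, 0.715 and 0.670 times at these depths. Depth therefore may account for a large part of the difference in this share, and a smaller fall of the CCl4 share at fixed depth stays open. The lower Foxa2 level in the pooled hepatic cells is a ratio of CPM and is not touched by this test.

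The drug metabolism genes fell in the pooled hepatic cells, which mix deep hepatocyte-like and shallow low-UMI cells in different proportions. If the mix were the whole cause, the median within the low-UMI cluster would be near 0 apart from free RNA. It was -1.06 [-1.70, -0.36] without a correction for free RNA. The 130 healthy cells of the cluster held 34 UMIs of Cyp2e1, and 236 healthy mesothelial-like cells held 30. The test therefore cannot decide whether the mix is the whole cause of the larger value in the pooled hepatic cells. After background subtraction the pooled median was -3.17. The 328 healthy pooled hepatic cells held 4723 UMIs of Cyp2e1, 3927 of Cyp3a11, 1362 of Cyp2c29 and 838 of Cyp2a12. The 236 healthy mesothelial-like cells held 30, 21, 9 and 11, and fewer UMIs of every other gene of the list too. These values argue against free hepatocyte RNA as the main source of the pooled fall. Within the low-UMI cluster, free hepatocyte RNA that differs between the libraries stays open, since these genes also fell in mesothelial-like cells (-4.02). An effect of injury stays open for both falls and was not tested.

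Several technical differences between the libraries could shift many genes at once. The sex of the mice was weighed through Xist and the Y-linked genes: Xist had 7 UMIs in the healthy and 8 in the CCl4 library, and the Y-linked genes had 173 and 134 CPM, a ratio of 0.772, so a difference in sex was argued against. The male-biased liver genes nonetheless had a median log2 ratio of -3.61 in the pooled hepatic cells (7 genes, all lower) and -2.55 in the low-UMI cluster (4 genes), while the female-biased genes had 0.21 in the pooled hepatic cells (4 genes) and 1 measured gene in the low-UMI cluster. The cause was not tested. The software version and gene list were weighed through the 20 named genes of the low-UMI cluster. Of these, 10 changed the same way and at least 0.5 times as much on the log2 scale in both mesothelial-like cells and cluster 4, 5 did not and 5 had no ratio there. The software and the injury cannot be told apart by this, since each library had its own software, the genes were picked for their change, and cluster 4 and mesothelial-like cells stood in for the planned endothelial-like cells, of which the CCl4 library had 5. Oat, Glul, Glo1 and Col1a1 were among the genes that did not change alike.

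Nme2 rose in every population examined, with log2 ratios from 4.62 in the low-UMI cluster to 6.84 in cluster 4. A like rise in unrelated cells could come from a change in how reads were assigned to this gene and its neighbours, but a response of all cells to injury would look the same, so the explanations cannot be told apart with 1 library per group.

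A difference in the response to dissociation may also set the libraries apart. The median log2 ratio of the 12 dissociation response genes was -0.94 in the pooled hepatic cells and -1.62 in hepatocyte-like cells (7 genes), but 0.25 in the low-UMI cluster, 2.10 in cluster 4 and 0.92 in mesothelial-like cells. The populations went different ways, yet the falls rest on 8 CCl4 cells or on a mix of depths, and the populations with many cells in both libraries rose, so this explanation cannot be told apart from an effect of injury.

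Further values were measured without an explanation. The pericentral hepatocyte genes had a median log2 ratio of -1.47 in the pooled hepatic cells (8 of 10 genes measured, all lower) and -1.92 in the low-UMI cluster (6 genes), and the periportal genes -2.02 (10 genes) and -1.49 (9 genes). Cyp2e1 and Cyp1a2 are on the pericentral and on the drug metabolism list. The cell cycle genes had a median of 5.27 in the pooled hepatic cells (8 genes, all higher) and 1.82 in the low-UMI cluster (7 genes, all higher). The mitochondrial limit removed cells with UMIs of each of Alb, Arg1 and Tat unequally, with 36 of 418 removed healthy cells (8.61% [6.10, 11.7]) and 1 of 642 removed CCl4 cells (0.156% [0.00394, 0.865]).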
